# A Transcriptomic Approach Provides Insights on the Mycorrhizal Symbiosis of the Mediterranean Orchid *Limodorum abortivum* in Nature

**DOI:** 10.3390/plants10020251

**Published:** 2021-01-28

**Authors:** Rafael B. S. Valadares, Fabio Marroni, Fabiano Sillo, Renato R. M. Oliveira, Raffaella Balestrini, Silvia Perotto

**Keywords:** orchid mycorrhiza, transcriptomics, nitrogen metabolism, CAZymes

## Abstract

The study of orchid mycorrhizal interactions is particularly complex because of the peculiar life cycle of these plants and their diverse trophic strategies. Here, transcriptomics has been applied to investigate gene expression in the mycorrhizal roots of *Limodorum abortivum*, a terrestrial mixotrophic orchid that associates with ectomycorrhizal fungi in the genus *Russula*. Our results provide new insights into the mechanisms underlying plant–fungus interactions in adult orchids in nature and in particular into the plant responses to the mycorrhizal symbiont(s) in the roots of mixotrophic orchids. Our results indicate that amino acids may represent the main nitrogen source in mycorrhizal roots of *L. abortivum*, as already suggested for orchid protocorms and other orchid species. The upregulation, in mycorrhizal *L. abortivum* roots, of some symbiotic molecular marker genes identified in mycorrhizal roots from other orchids as well as in arbuscular mycorrhiza, may mirror a common core of plant genes involved in endomycorrhizal symbioses. Further efforts will be required to understand whether the specificities of orchid mycorrhiza depend on fine-tuned regulation of these common components, or whether specific additional genes are involved.

## 1. Introduction

Mycorrhizas are among the most widespread plant–fungus symbioses on Earth. Different mycorrhizal types have been described in terrestrial plants, depending on the taxonomic nature of the partners and their interactions [1]. In ectomycorrhiza, the fungal hyphae remain outside the plant cell wall boundaries, whereas in endomycorrhiza—which includes arbuscular, ericoid, and orchid mycorrhiza—the symbiosis culminates in the formation of intracellular fungal structures. Endomycorrhiza formation is a complex multistep process where the exchange of molecular signals between mycorrhizal fungi and their host plants during the extra-radical phase is followed by close surface-to-surface interactions and accommodation of the fungus inside the root cells [2]. Due to their wide distribution and occurrence in economically important crops, the molecular bases of mycorrhizal fungus–host plant interactions have been investigated mainly in arbuscular mycorrhiza (AM). Plant metabolism is deeply influenced by the AM symbiosis, with many upregulated genes being related with nutrient transport, cell wall metabolism, and potential involvement in the accommodation of the AM fungus, as well as genes encoding for transcription factors [3,4]. As compared to the AM symbiosis, little is known on the metabolic changes occurring in orchid mycorrhiza (OM), despite the fact that orchids belong to one of the largest families of flowering plants, counting about 28,000 species distributed worldwide and including terrestrial species, epiphytes, and geophytes [5]. 

The study of OM interactions is particularly complex because of the peculiar life cycle of orchids and their diverse trophic strategies. In fact, germination of the minute endosperm-lacking seeds leads to the formation of a tuber-like structure named protocorm [6,7]. Protocorms are fully heterotrophic in most orchid species and are provided with carbon and other nutrients by the mycorrhizal fungal partners, a strategy named mycoheterotrophy [8]. Protocorms eventually give rise to leaflets and true seedlings that may grow into adult plants with green photosynthetic leaves. However, adult plants remain achlorophyllous in about 200 orchid species, and keep relying fully on fungal derived carbon [8]. Many forest orchids develop green leaves but nevertheless remain partially dependent on the fungal partner for carbon, a strategy termed mixotrophy [9]. Irrespective of the trophic strategies, all stages of the orchid life cycle are mycorrhizal in nature, and orchids are thought to be strictly dependent on their symbiotic fungal partners for growth and survival, starting from the germinating seeds through to adulthood [10]. With few exceptions, the taxonomic position and ecological role of OM fungi closely mirrors the trophic strategy of the adult host plant. Most photosynthetic orchids associate with fungi in the “rhizoctonia” complex, an assemblage of species taxonomically assigned to Agaricomycetes in the orders Cantharellales (Tulasnellaceae and Ceratobasidiaceae) and Sebacinales (Serendipitaceae). By contrast, most mycoheterotrophic and mixotrophic orchids associate with Basidiomycetes and Ascomycetes known to form ectomycorrhiza (ECM) on other host plants [11]. The association with ECM fungi allows these parasitic orchids to ultimately gain carbon from photoautotrophic plants through the common mycorrhizal network that connects the roots of ECM plants in forest communities [12,13]. 

Metabolic changes in OM tissues have been investigated mainly in the protocorms of photosynthetic orchid species, colonized in vitro by compatible rhizoctonia-like fungi. Early studies described in Smith and Read [1] already revealed transfer of organic carbon from the fungal partner to *Dactylorhiza purpurella* protocorms, and were confirmed by more recent studies in *Spiranthes sinensis* [14]. Transcriptomic [15,16,17] and proteomic [18,19,20] approaches have revealed the upregulation of several plant membrane transporters in mycorrhizal protocorms, including amino acid transporters and bidirectional sugar transporters of the SWEET (Sugars Will Eventually be Exported Transporters) family [15,21,22]. Interestingly, a recent metabolomic study revealed that the external mycelium of the mycorrhizal fungus *Tulasnella calospora* growing near the host protocorms showed significant metabolic changes, mainly in lipid metabolism [23].

Thus, orchid protocorms have been instrumental to reveal molecular changes in OM interactions. However, these tuber-like structures are anatomically and metabolically very different from the roots of adult orchids, especially in photosynthetic or mixotrophic species. We actually know very little on the metabolic and molecular changes occurring in the mycorrhizal roots of adult orchids. Although Cameron et al. [24,25] demonstrated a transfer of N and P from the fungal partner to the host plant *Goodyera repens*, actual mutualism is still debated even for photosynthetic orchid species, and a net flow of plant-derived fixed C to the mycorrhizal fungus has been so far demonstrated in vitro only for two photosynthetic orchid species, *G. repens* [24,26] and *Serapias strictiflora* [27].

Molecular studies on mycorrhizal roots of adult orchids are very few. A transcriptomic approach has been used to investigate changes in gene expression in adult OM roots of the epiphytic photosynthetic orchid *Cymbidium hybridum*, inoculated in vitro with the mycorrhizal fungus *Epulorhiza repens* [16]. To our knowledge, *Oeceoclades maculata* is the only orchid species where gene and protein expression in mycorrhizal and non-mycorrhizal roots was compared under natural conditions [28]. This tropical terrestrial orchid specifically associates with the wood decomposer *Psathyrella candolleana* [28], a fungus found as symbiont of mycoheterotrophic orchids [29]. Suetsugu et al. [30] also used RNAseq to investigate gene expression in mycorrhizal roots of adult orchids in nature, but their comparison of albino and green variants of *Epipactis helleborine* aimed to uncover the molecular mechanisms related to mycoheterotrophy, rather than to OM interactions. 

Here, we used a transcriptomic approach to investigate changes in gene expression in the mycorrhizal roots of adult individuals of *Limodorum abortivum* grown in nature, as compared to non-mycorrhizal roots. We focused on *L. abortivum* because this terrestrial orchid form very thick roots with a large cortical parenchyma usually colonized by intracellular fungal coils, but non-mycorrhizal roots can be found in nature and were used as reference. In addition, previous studies on *L. abortivum* provide useful information on plant metabolism and fungal diversity. Stable isotope profiling [31] as well as biochemical and physiological analyses have in fact demonstrated that *L. abortivum* is a mixotrophic orchid with very inefficient photosynthesis and a specific association with ECM fungi in the genus *Russula* [32]. 

This study on *L. abortivum* expands our knowledge on the molecular bases of mycorrhizal interactions in adult orchids in nature, and addresses for the first time OM interactions in a species associated with an ECM fungus. Additionally, the comparison with a nonsterile non-mycorrhizal condition as reference likely facilitated the identification of mycorrhiza-specific plant responses over general plant responses to soil and root-associated microorganisms.

## 2. Results

### 2.1. Analysis of RNA-Seq Data

The number of raw and trimmed reads, together with the number of uniquely aligned reads, are shown in Table S1. Only reads uniquely aligned on the assembled transcriptome were used for differential expression analyses, corresponding to 4,220,880 reads (SD = 287,707) for mycorrhizal roots (LM), and 4,518,992 reads (SD = 501,399) for non-mycorrhizal roots (LS) samples. 

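RNA from root segments of adult *L. abortivum* plants, collected at a single site in Piedmont, was sequenced as paired-end libraries. There were 3 biological replicates of mycorrhizal roots (LM3, LM4 and LM6) and 3 of non-mycorrhizal roots (LS2, LS3 and LS6). The authors trimmed the reads with bbduk, assembled all of them with Trinity, aligned each library with Hisat2, merged the transcripts with Stringtie and counted reads per gene with HTSeq. The deposited files hold these counts, not normalized, for 100005 assembled genes, and 5 further rows for reads not assigned to a single gene. Counts summed over genes were 6019195 in LM3, 5834757 in LM4 and 5364549 in LM6. They were 5809054 in LS2, 5195580 in LS3 and 4748078 in LS6. Each sum equals the number of uniquely aligned reads of that library in Table S1. The mean was 5739500 ± 337558 (SD, n = 3) in LM and 5250904 ± 532647 (SD, n = 3) in LS. The LM and LS libraries overlapped (exact permutation test of the means, two-sided, p = 0.2, where 3 libraries against 3 allow no p below 0.1). The means stated in the text are of reads aligned to plant transcripts, which range from 3913284 to 5053063 per library in Table S1.
The count files pair no gene with a name or an organism, so both were taken from Table S2. Only its first 1159 of 31354 rows (3.70%) were used here, and all 1159 of their gene identifiers were found in the count files. These are called the listed plant genes below. They are a small part of the plant genes, in the order of the table, and values for them do not stand for the whole plant transcriptome. Their counts were scaled by the reads aligned to plant transcripts and by edgeR's TMM factors. The 719 genes that passed edgeR's filter on low counts were tested for a difference between LM and LS with its quasi-likelihood test and Benjamini-Hochberg adjustment. The same test was run on all genes in the files, which include fungal genes and genes of neither class.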

Reads assigned to fungi were on average 695,978 (SD = 400,597) in LM, and 190,961 (SD = 58,173) in LS. 

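As a share of the uniquely aligned reads of each library, the reads on fungal transcripts in Table S1 made up 12.5% in LM3, 18.3% in LM4 and 5.05% in LM6. They made up 2.21% in LS2, 4.68% in LS3 and 4.24% in LS6. The 95% Wilson intervals of these shares, which cover counting error only, reached at most 0.0314 percentage points to either side. The mean was 11.9% ± 6.63 (SD, n = 3) in LM and 3.71% ± 1.32 (SD, n = 3) in LS. Every LM library was above every LS library (exact permutation test, two-sided, p = 0.1, the smallest p possible), although LM6 was nearer to LS3 than to LM3. Reads on plant transcripts made up 73.8% ± 8.64 (SD, n = 3) in LM and 86.0% ± 0.848 (SD, n = 3) in LS.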

A total of 30,591 transcripts tested for differential expression (DE) by DESeq2 [33] were assigned to Streptophyta. The 10 plant taxa identified by Taxon kit and represented by the highest number of transcripts are reported in Figure S1. 

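Table S2 gives a taxon for each gene. Of the 1159 listed plant genes, 571 were assigned to *Dendrobium* and 210 to *Phalaenopsis*, together 781 genes (67.4%). Assignments to *Corallorhiza* or *Neottia* numbered 0 in these rows. A wider list of taxa was drawn up after the taxa had been seen. It adds every other orchid taxon and also Asparagales, an order wider than the orchids. By this list, 875 listed genes (75.5%) were assigned to orchids or to that order alone. The genes of *Dendrobium* and *Phalaenopsis* took 73.6% ± 1.55 (SD, n = 3) of the counts on the listed plant genes in LM and 77.2% ± 1.03 (SD, n = 3) in LS, with every LM library below every LS library (exact permutation test, two-sided, p = 0.1, the smallest p possible). All listed plant genes together took 2.76% ± 0.283 (SD, n = 3) of the gene counts in LM and 3.33% ± 0.497 (SD, n = 3) in LS. The LM and LS libraries overlapped in this share (exact permutation test of the means, two-sided, p = 0.2).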

The genome of *L. abortivum* has not been sequenced, but about 65% of plant transcripts matched with other orchid genera, namely *Dendrobium*, *Phalaenopsis*, *Corallorhiza*, and *Neottia*. 

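Among the 719 listed plant genes tested, edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, while 113 genes had an unadjusted p under 0.05, edgeR's likelihood ratio test called 33 and limma-voom 0. DESeq2, run on all 1159 listed plant genes without edgeR's filter, called 74. The smallest adjusted p of the quasi-likelihood test was 0.068, shared by 3 genes. DESeq2 with a zero-centred prior on the fold changes called 76 genes, a number that no setting tried exceeded. With the quasi-likelihood test restricted to genes with at least 10 counts in every library of one group, 4 genes were called. Table S2, the paper's own analysis, has 42 of the listed plant genes at an adjusted p under 0.05, and DESeq2 called all 42 of them when run on the listed plant genes and 38 when run on all genes in the files. Of these 42 genes, 34 passed edgeR's filter, and all 34 changed in the direction given in Table S2 with an unadjusted p under 0.05.
Across all 22268 genes in the files that passed the filter, whatever their organism, edgeR called 688 genes. Their adjusted p was just under the threshold, at 0.0498 for the smallest, and 5782 genes had an unadjusted p under 0.05. This number depended on single libraries. It was 5101 without LM6 and 0 without any one of LM3, LM4, LS2, LS3 or LS6. On the same genes, edgeR's likelihood ratio test called 4613 and limma-voom 1020. DESeq2 called 8696 genes, but of 87766 genes tested without edgeR's filter, so that its number is not a count over the same genes.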

Of the genes assigned to Streptophyta, 1677 were differentially expressed in LM and LS. In detail, when compared to LS samples, 1167 DE genes out of 1677 were upregulated in LM, while 510 were found to be downregulated (Table S2). 

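Of the 113 listed plant genes with an unadjusted p under 0.05, 60 were higher and 53 lower in LM. In normalized counts, 93 of the 719 tested genes were higher in every LM library than in every LS library and 83 were lower, together 24.5%, where chance gives 10% for 3 libraries against 3. The 42 calls of Table S2 among the listed plant genes were 30 upregulated and 12 downregulated genes. DESeq2 on the listed plant genes gave 40 upregulated and 34 downregulated genes.

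**Figure D1:**
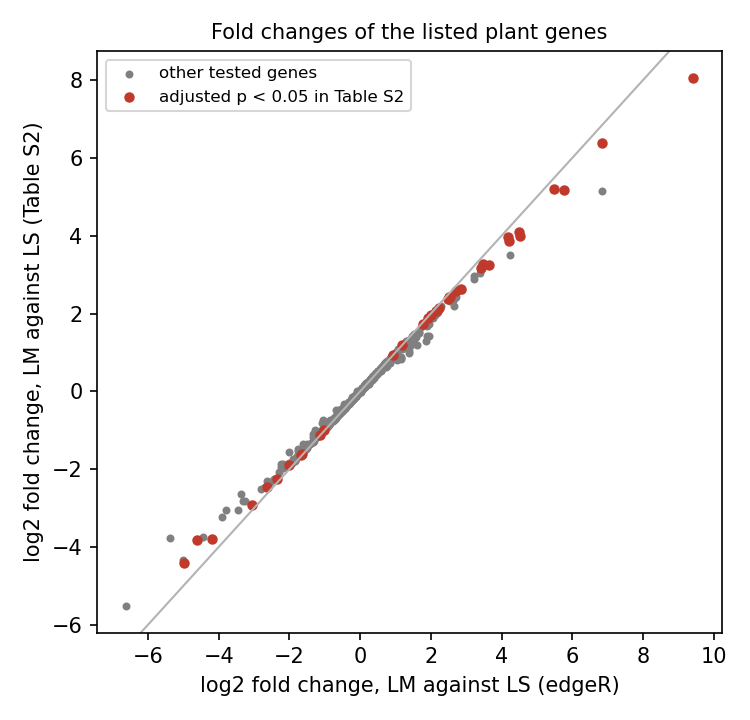
Log2 fold change between LM and LS of the 719 listed plant genes tested, from edgeR on the counts (horizontal axis) and as given in Table S2 (vertical axis). Red points have an adjusted p under 0.05 in Table S2 and the grey line marks equal values. The largest changes lie nearer 0 in Table S2 than in edgeR.

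Of the 688 genes called across all genes in the files, 586 (85.2%) were upregulated and 102 downregulated in LM, and 4 were listed plant genes. Without LM6, 4742 were upregulated and 359 downregulated, and without any other single library there were 0 of either. The files pair most of these genes with no name. The largest rises were those of MSTRG.18619, at 841 ± 687 CPM (SD, n = 3) in LM, where CPM are counts scaled to the library by edgeR, and of MSTRG.68863, at 517 ± 534 CPM (SD, n = 3). Both had 0 counts in every LS library, which allows up to 3 counts over these libraries together. The largest falls were those of MSTRG.38550, at 462 ± 250 CPM (SD, n = 3) in LS, and of MSTRG.14223, at 51.1 ± 38.3 CPM (SD, n = 3), both with 0 counts in every LM library. Whether these genes belong to the plant is not known from the rows of Table S2 used here. When each library was left out in turn, the smallest adjusted p of the edgeR test ranged from 0.036 to 0.169, and these 4 genes were called only without LM6.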

The number of fungal transcripts identified (3094) was sensibly lower. 

### 2.2. Transcriptomic Profile of L. abortivum Roots

Roots of *L. abortivum* were collected in nature where, in addition to mycorrhizal fungi, they interacted with a complex community of bacteria and fungi, as suggested by the range of fungal taxa identified in the metatranscriptome (Figure 1). The 10 most represented fungal genera covered only about 30% of the fungal reads and included both Basidiomycota (i.e., *Russula*, *Trametes*, *Heterobasidion*, *Postia*) and Ascomycota (i.e., *Aspergillus*, *Fusarium*, *Exophiala*). *Russula* was the most abundant fungal genus identified in mycorrhizal roots, confirming that this ECM fungus is the dominant symbiont of *L. abortivum* [32], whereas *Aspergillus*, together with other genera in the Ascomycota, was the most abundant genus in non-mycorrhizal roots (Figure 1). Besides *Russula*, other Basidiomycota mainly in the Polyporales were identified in mycorrhizal but not in non-mycorrhizal *L. abortivum* roots (i.e., *Trametes*, *Heterobasidion*, *Stereum*, *Schizophyllum,* and *Postia*), although their relationship with the plant is unknown. 

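A PCA was computed on log2 CPM (TMM factors, prior count of 2) of the 719 listed plant genes that passed the filter on low counts. PC1 held 39.2% and PC2 24.2% of the variance. On PC1 the scores were -19.4 for LM3, -18.3 for LM4 and -7.14 for LM6, and 18.3 for LS2, 5.22 for LS3 and 21.3 for LS6. The LM and LS libraries did not overlap on PC1 (exact permutation test of the scores, two-sided, p = 0.1, the smallest p possible) and overlapped on PC2 (p = 0.8 from the same permutation test). The groups stayed apart on PC1 under each transformation, filter and scaling tried and with each library left out in turn. The share of PC1 moved most without LS3, to 48.2%. Over all 22268 genes in the files that passed the filter, PC1 held 64.2% and PC2 11.9% of the variance, and the 500 most variable of these genes gave 77.0% on PC1.

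**Figure D2:**
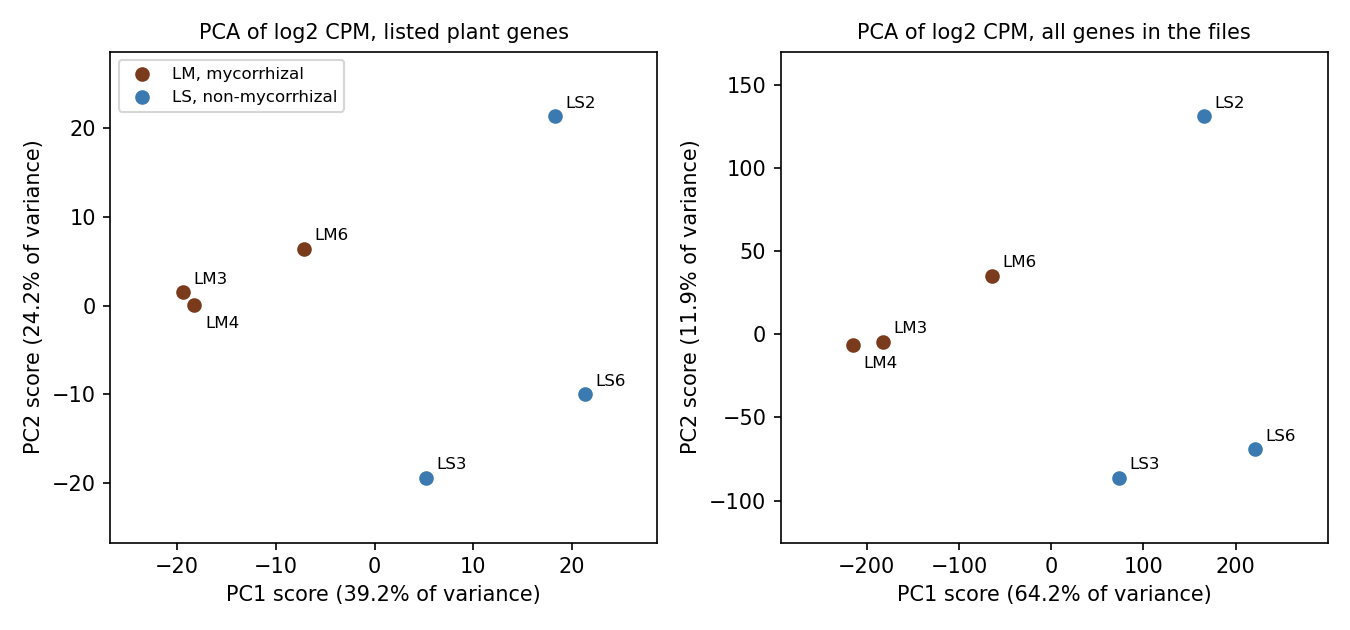
PCA of log2 CPM of the 6 libraries on the listed plant genes (left) and on all genes in the files (right), with PC1 score on the horizontal and PC2 score on the vertical axis. On the listed plant genes, the LM libraries lie at PC1 scores from -19.4 to -7.14 and the LS libraries from 5.22 to 21.3.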

When the plant transcriptomic profile was analyzed by PCA, mycorrhizal (LM) and non-mycorrhizal (LS) *L. abortivum* root samples were well separated along the first axis, representing 76% of variance (Figure 2). These results indicate a different plant gene expression profile in root tissues colonized by the mycorrhizal fungal symbiont(s), despite the fact that root samples in nature may display more variability than samples obtained in vitro because they are likely exposed to different environmental conditions and/or microbiota (e.g., see the more distant LM6 sample in Figure 2). Both LM and LS root samples were exposed to a rich microbiota that included non-mycorrhizal fungi, further suggesting that the separation in the PCA (Figure 2) mirrored mycorrhiza-specific plant responses in LM roots.

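The distance between libraries was also measured as Spearman's correlation of log2 CPM across the 719 listed plant genes, which are not independent replicates. The mean correlation was 0.860 ± 0.0139 (SD over 3 pairs) within LM, 0.821 ± 0.0432 (SD over 3 pairs) within LS and 0.778 ± 0.0310 (SD over 9 pairs) between LM and LS. LM6 had a mean correlation of 0.853 with the other LM libraries and 0.811 with the LS libraries. The corresponding values were 0.866 and 0.757 for LM3, and 0.862 and 0.767 for LM4. LM6 was therefore nearer to the LS libraries than LM3 and LM4 were, and still nearest to its own group. Among the LS libraries, the lowest correlation was 0.773, between LS2 and LS3. From the separation of the groups on the first axis, the paper infers a different plant gene expression profile in colonized root tissue. It proposes that roots in nature vary through different environments and microbiota, with LM6 as its example.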

### 2.3. GO, KEGG Pathway, and CAZyme Enrichment Analyses of Plant Transcripts in Mycorrhizal L. abortivum Roots

Differentially expressed plant transcripts showed significant enrichment for several Gene Ontology (GO) terms in the three GO domains (Figure 3a). In the molecular function domain of GO, *L. abortivum* transcripts showed enrichment in several terms related to hydrolases and peptidases. In the cellular component, we noticed an enrichment for several terms related to synaptic membrane, main axons and similar, which of course are not found in plants. However, these components include integral membrane proteins involved in secretion and vesicle transport in many eukaryotes. For example, two t-SNARE proteins belonging to the syntaxin SYP132 family (TRINITY_DN26107_c1_g3_i10 and TRINITY_DN26107_c1_g3_i4) were significantly upregulated in LM roots (log_2_ FC = 4.6 and 3.6, respectively). In the biological process, several categories related to transport, and specifically transmembrane transport, were overrepresented (Figure 3a). 

Molecular changes in mycorrhizal *L. abortivum* roots, as compared to non-mycorrhizal roots, were further investigated by examining the enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the plant differentially expressed genes (DEGs). Seven KEGG pathways, mostly related to glycosphingolipids synthesis, nitrogen metabolism, transport, and sugar metabolism were overrepresented (Figure 3b). Differential expression of specific genes related to these metabolic pathways is described in the next paragraphs. 

Interestingly, most of the enriched pathways included upregulated genes (Figure S2), whereas only three enriched pathways included downregulated genes, namely photosynthesis, oxidative phosphorylation, and phenylpropanoid biosynthesis (Figure S3). 

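Each pathway named above has few listed plant genes, and these are too few for an enrichment test. For photosynthesis, 9 genes were listed and 3 passed the filter, where 1 of the 9 (MSTRG.13, not tested, named after its values were seen) belongs to the separate pathway of antenna proteins. The iron-sulfur subunit of the cytochrome b6-f complex (MSTRG.953) had 11.0 ± 1.57 CPM (SD, n = 3) in LM and 22.3 ± 1.00 CPM (SD, n = 3) in LS, a log2 FC of -1.02 (standard error 0.24, adjusted p = 0.186 from edgeR). It was lower in 3 of 3 LM libraries, its adjusted p ranged from 0.00649 to 0.497 over the alternatives tried, and it is called in Table S2. The other genes tested had a log2 FC of -0.76 (MSTRG.2622) and 0.15 (MSTRG.135), and that of MSTRG.135 changed sign in the fit across all genes and without LM4 or LS3. The photosystem II proteins M (MSTRG.303) and H (MSTRG.2502) and, with no pathway given, K (MSTRG.445) were chosen after their values were seen. MSTRG.445 had 1, 2 and 2 counts in LM and 13, 18 and 14 in LS, a log2 FC of -3.07 (standard error 0.46, adjusted p = 0.107 from edgeR, 0.00121 to 0.394 over the alternatives). MSTRG.303 had 1, 0 and 0 counts in LM and 7, 5 and 6 in LS. Its LM to LS ratio of 0.0560 has a 95% counting interval from 0.00134 to 0.355. MSTRG.2502 had 2, 2 and 0 counts in LM and 10, 15 and 8 in LS.
For oxidative phosphorylation, 7 of 10 listed genes were tested, and 5 were higher and 2 lower in LM, with log2 FC from -0.39 to 0.88 and adjusted p from 0.256 to 0.903. MSTRG.209 changed sign with library sizes alone and without LM3 or LS2, and MSTRG.611 without LM4. For phenylpropanoid biosynthesis, 6 of 8 listed genes were tested. There, 5 were lower, with log2 FC from -1.25 to -0.11, and a peroxidase (MSTRG.724) was higher, with adjusted p from 0.331 to 0.937 over the 6 genes. MSTRG.2290 changed sign without LM3 or LS3.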

Genes not differentially expressed in *L. abortivum* roots showed relatively low levels of enrichment in GO categories, with only three enriched GO terms, all in the Biological Process class and with a log_2_ enrichment lower than 1 (Figure S4).

Plants produce a wide range of enzymes involved in carbohydrate metabolism. Many of these Carbohydrate-Active Enzymes (CAZymes; http://www.cazy.org/) are regulated during plant development and plant responses to biotic and abiotic stresses [34]. Analysis of plant DEGs in *L. abortivum* mycorrhizal roots (LM; Figure 4) led to the identification of several annotated CAZyme domains, with an enrichment of domains corresponding to glycoside hydrolases (GHs) and carbohydrate esterases (CEs). 

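In Table S2, 17 of the listed plant genes carried a GH family assignment from at least 2 of the dbCAN2 tools. Of the 13 that were tested, 9 were higher and 4 lower in LM, and 9 had an unadjusted p under 0.05, but edgeR called 0 at an adjusted p under 0.05, and Table S2 calls 5 of the GH genes. DESeq2 called 6 of the 13, among them those 5, and limma-voom 0. In the fit across all genes 8 of the 13 were higher, since MSTRG.975 changed sign. Without LM3, 7 were higher, and without LS3, 10. By the same rule, 0 listed genes carried a CE assignment. A GDSL esterase/lipase (MSTRG.198), which one tool placed in CE16 and another among unclassified GHs, counts in neither class. The listed plant genes are too few for an enrichment test of either class.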

The enrichment analysis showed that GHs were enriched in the upregulated genes (Figure S5), and CEs were enriched in the downregulated genes (Figure S6). In particular, most CEs corresponded to enzymes acting on pectin and were strongly downregulated in LM root samples, like a pectin acetylesterase (TRINITY_DN27496_c1_g1_i8; log_2_ FC = −5.35) and two pectin methylesterases (TRINITY_DN37597_c0_g1_i1; log_2_ FC = −3.3 and TRINITY_DN27102_c2_g1_i1; log_2_ FC = −2.0). Two pectin methylesterase inhibitors (TRINITY_DN27850_c3_g1_i1; log_2_ FC = 2.3 and TRINITY_DN27102_c2_g1_i2; log_2_ FC = 4.4) were by contrast upregulated in LM samples. 

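The description chitinase occurs for 0 of the listed plant genes. Glucan endo-1,3-beta-glucosidases make up 10 of them, and of the 8 tested, 5 were higher and 3 lower in LM. Without LS3, 6 were higher and 2 lower, because the log2 FC of MSTRG.358 went from -1.34 to 1.90. The most upregulated was MSTRG.2423, with 65.5 ± 40.1 CPM (SD, n = 3) in LM and 0.563 ± 0.435 CPM (SD, n = 3) in LS. Its log2 FC was 6.83 (standard error 0.80, adjusted p = 0.068 from edgeR) and stayed between 6.25 and 7.54 with each library left out in turn. It had 1, 2 and 4 counts in the LS libraries, so that its LM to LS ratio of 125 has a 95% counting interval from 60.5 to 312. MSTRG.2422, from the same Trinity gene, among whose members the authors' counting could have split reads, had 46.7 ± 27.7 CPM (SD, n = 3) in LM and 10.0 ± 2.29 CPM (SD, n = 3) in LS. Its log2 FC was 2.22 (standard error 0.50, adjusted p = 0.186 from edgeR). MSTRG.2019 had 272 ± 167 CPM (SD, n = 3) in LM and 37.7 ± 35.1 CPM (SD, n = 3) in LS, a log2 FC of 2.85 (standard error 0.91, adjusted p = 0.241 from edgeR). MSTRG.701 went the other way, with 7.34 ± 0.565 CPM (SD, n = 3) in LM, 37.5 ± 23.0 CPM (SD, n = 3) in LS and a log2 FC of -2.35 (standard error 0.54, adjusted p = 0.186 from edgeR). For each of these 4 genes, 3 of 3 LM libraries lay on the same side of every LS library. Table S2 calls all 4, and so did DESeq2 on these counts, while the adjusted p of MSTRG.2423 ranged from 6.7e-14 to 0.258 over the alternatives tried. The other genes tested had adjusted p from 0.267 to 0.676.

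**Figure D3:**
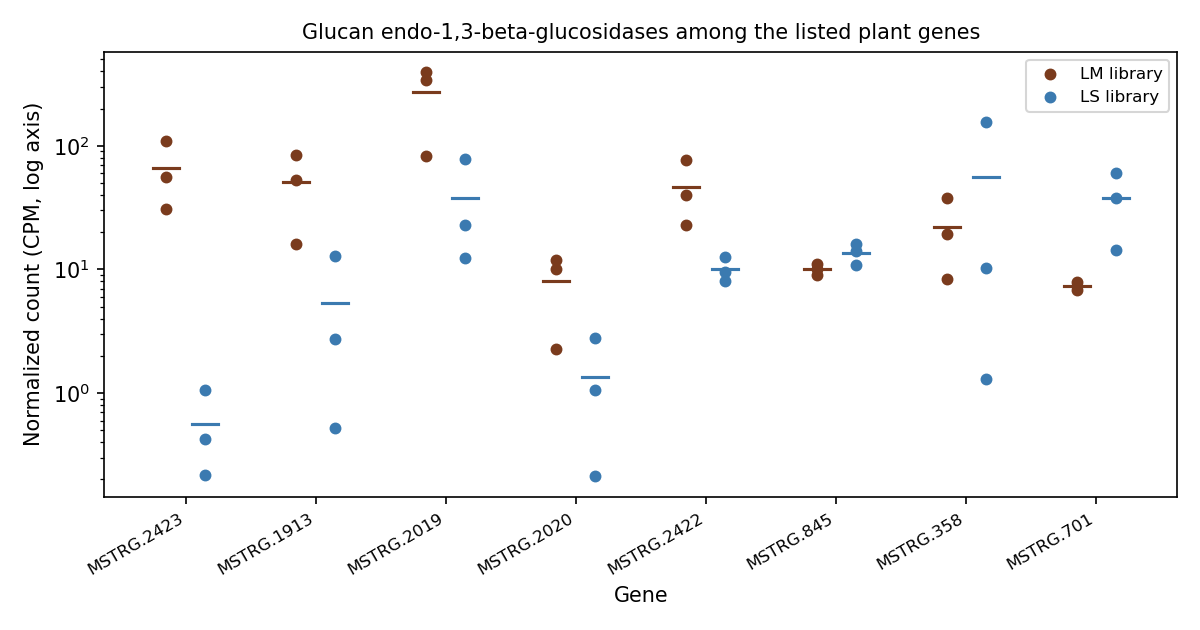
Normalized counts (CPM, log axis) of the 8 tested glucan endo-1,3-beta-glucosidases, sorted by log2 FC. Points are libraries, brown for LM and blue for LS, and bars are group means. MSTRG.2423 lies at a mean of 65.5 CPM in LM and 0.563 CPM in LS, while MSTRG.845, MSTRG.701 and, through LS3 alone, MSTRG.358 have the higher mean in LS.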

Among the GHs, the most upregulated glycoside hydrolases were involved in the fungal cell wall modification/degradation and included acidic endochitinases, as well as a putative glucan endo-1,3-beta-glucosidases (Table S2). Chitinases hydrolyze β-1,4-glycosidic bonds and are mostly regarded as part of the plant defense mechanisms induced as a response to colonization by phytopathogenic fungi. However, plant genes mainly encoding class III chitinases are expressed in arbuscule-containing cells in AM, suggesting a potential role in fungal cell wall modification during arbuscule development, as well as in the hydrolysis of chitin-derived elicitors [35,36]. A gene coding for a putative class III endochitinase was among the most upregulated genes in *L. abortivum* mycorrhizal roots (Table 1), in agreement with previous observations in *S. vomeracea* protocorms colonized by *T. calospora* [15]. 

### 2.4. Most Upregulated Transcripts in Mycorrhizal Roots of L. abortivum 

The 25 most upregulated plant DEGs (adjusted *p* < 0.05) are listed in Table 1 and their sequences were further analyzed. Their log_2_ fold-change (FC), when compared with expression in non-mycorrhizal (LS) roots, ranged from 8.26 to 12.02. In detail, the most upregulated gene coded for cucumisin (TRINITY_DN22095_c0_g2_i2), a subtilisin-like endoprotease [37]. Other proteinases, such as cysteine proteases, aspartic proteinase, and a serine carboxypeptidase, were also among the most upregulated *L. abortivum* DEGs (Table 1). In particular, the secreted aspartic proteinase Constitutive Disease Resistance (CDR1), the best Blast match for the *L. abortivum* transcripts (Table 1), plays an important role during the immune response to bacterial pathogens in *Arabidopsis* [38], whereas cysteine proteases are involved in several functions, including senescence and programmed cell death [39]. In addition to these most upregulated genes, several other strongly upregulated proteinase coding genes were identified in mycorrhizal *L. abortivum* roots (Table 1 and Table S2). 

The list of the most upregulated plant genes in mycorrhizal *L. abortivum* roots included genes belonging to different functional categories previously identified in AM roots and in mycorrhizal protocorms of the terrestrial orchid *S. vomeracea* colonized by *T. calospora* [15,21] as well as genes reported to be upregulated in mycorrhizal roots of *O. maculata* colonized by *P. candolleana* [28]. Among these upregulated genes were genes encoding some membrane transporters, such as two bidirectional SWEET sugar transporters (TRINITY_DN27909_c0_g1_i5 and TRINITY_DN26416_c3_g4_i1), a peptide (TRINITY_DN28361_c1_g4_i3) and a copper transporter (TRINITY_DN63579_c0_g1_i1), a gene coding for an acidic endochitinase (TRINITY_DN28711_c0_g3_i3) and a gene coding for a thaumatin-like protein (TRINITY_DN26462_c1_g2_i2). The presence of a gene encoding an early nodulin with a plastocyanin-like domain (TRINITY_DN25136_c5_g6_i3) agrees with previous observations in *S. vomeracea* [15], where a gene coding for a nodulin containing a plastocyanin-like domain (SvNOD1) was expressed only in coil-containing cells [40]. In addition to the top 25 upregulated plant genes in mycorrhizal *L. abortivum* roots, other genes are worth mentioning as they contribute to a better understanding of the molecular and cellular interactions in OM.

Notably, many genes involved in nitrogen metabolism were significantly regulated in mycorrhizal roots of *L. abortivum*. In particular, genes coding for a putative amino acid permease (TRINITY_DN24555_c1_g1_i4; log_2_ FC = 5.8) and a lysine histidine transporter 1- (LHT1; TRINITY_DN28439_c1_g5_i2; log_2_ FC = 4.2) were found to be upregulated, suggesting that amino acids may be a source of nitrogen for adult *L. abortivum* orchids. Two additional amino acid transporter genes were found to be upregulated in mycorrhizal roots of *L. abortivum* (Table S2), but they are unlikely to be involved in symbiotic nitrogen exchange. The first coded for an amino acid permease BAT1 (TRINITY_DN25856_c0_g2_i2; log_2_ FC = 2.9), a membrane transporter likely mediating the transport of gamma-aminobutyric acid from the cytosol to mitochondria [41], whereas the second coded for a cationic amino acid transporter (TRINITY_DN19554_c0_g2_i3; log_2_ FC = 5.4), a permease likely located on the plastid membrane and only expressed in roots in *Arabidopsis* [42]. Genes coding for proteins homologous to members of the NRT1/PTR family were upregulated in mycorrhizal roots of *L. abortivum* (Table 1 and Table S2), and one of them (TRINITY_DN26254_c6_g1_i1; log_2_ FC = 10.19) was among the 25 most upregulated genes. 

Some genes identified in *L. abortivum* roots further support the hypothesis of a supply of organic nitrogen to the host root by the mycorrhizal fungus. In particular, the expression of a high affinity plant nitrate transporter (TRINITY_DN22863_c0_g1_i2) was significantly downregulated (log_2_ FC = −2.5) in *L. abortivum* mycorrhizal roots (Table S2). Different glutamine synthetase (GS) isoforms were upregulated in mycorrhizal *L. abortivum* roots (Table S2), and one of them (TRINITY_DN28208_c3_g1_i5; log_2_ FC = 8.4) was among the 25 most upregulated genes. Cytosolic GS is particularly important for nitrogen remobilization and recycling [43] and strong upregulation of a GS coding gene was already reported in *S. vomeracea* mycorrhizal protocorms [21]. 

Early experiments by Smith [44] indicate that a transfer of carbon occurs in the form of sugars, at least in orchid protocorms. In plants, several sugar transporters, including members of the SWEET family and monosaccharide transporters (MST), are responsible of sugar transport. In *L. abortivum*, two monosaccharide transporters similar to MST3 (TRINITY_DN27753_c2_g4_i1 and TRINITY_DN28768_c4_g4_i7; both log_2_ FC = 3.8) were upregulated in LM samples, together with several transporters of the SWEET family (Table 1 and Table S2). 

## 3. Discussion

Although the last few years have seen an increase in the use of omics approaches to investigate the molecular basis of orchid mycorrhizal symbioses [23,45], information is still patchy mainly due to the complexity of this symbiosis, that involves different developmental stages as well as orchid and fungal symbionts with a range of lifestyles. The absence of *Limodorum abortivum* genome sequence did not make feasible the alignment of transcript short reads directly to a reference genome, thus putatively leading to an incomplete identification of genes. However, through a *de novo* assembly-based method, we have contributed to increase knowledge on the orchid response in a symbiotic system so far unexplored (i.e., a terrestrial mixotrophic adult orchid colonized by an ECM fungus in nature). In addition, comparison of our results with published data indicates that many plant responses identified in *L. abortivum* are conserved not only in other orchid species and developmental stages [16,17,28], but also in AM symbioses [2,3,4], and may mirror a common core of plant genes involved in endomycorrhizal symbioses. 

### 3.1. Disentangling Mycorrhiza Specific and General Responses to Microbes in L. abortivum Roots

Plant-associated microbes can influence gene expression in the host plant by inducing signals that trigger plant immune responses [46] and induce a primed status that helps plants to respond to stress factors [47]. The use of nonsterile non-mycorrhizal roots (LS samples) as reference in our study likely allowed an easier identification of mycorrhiza-specific plant responses with respect to the more general plant responses to microbes. Genes whose expression was not significantly modified in LS and LM root samples were involved in some of these general plant responses (Table S2). Among them, we observed several genes involved in the jasmonic acid (JA) signaling pathway, which is involved in the mediation of plant responses to microorganisms, including the beneficial root-associated microbiota, and may lead to induced systemic resistance [48]. 

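Only 1 of the listed plant genes has jasmonic acid in its description, the amido synthetase MSTRG.1001, described as GH3.10 or JAR1, and it was named after its values were seen. It had 3.01 ± 1.86 CPM (SD, n = 3) in LM and 1.66 ± 1.86 CPM (SD, n = 3) in LS. The log2 FC of 0.83 (standard error 0.91, adjusted p = 0.666 from edgeR) was smaller than its standard error. It had 22, 11 and 6 counts in LM and 3, 18 and 2 in LS, and the log2 FC ranged from 0.27 without LM3 to 2.27 without LS3.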

Among genes expressed in both LS and LM roots were also several antioxidative enzymes, pathogenesis related proteins, including chitinases mainly belonging to class V and basic chitinases, and LysM domain receptor kinases likely involved in the recognition of chitin elicitors. 

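The class of antioxidative enzymes holds 5 of the listed plant genes, of which 4 were tested. It takes in copper chaperones for superoxide dismutase because of their description, and these are not antioxidative enzymes themselves. A copper chaperone for superoxide dismutase (MSTRG.1219) had 45.4 ± 18.8 CPM (SD, n = 3) in LM and 13.3 ± 4.25 CPM (SD, n = 3) in LS. Its log2 FC was 1.77 (standard error 0.45, adjusted p = 0.186 from edgeR), it was higher in 3 of 3 LM libraries than in any LS library, and Table S2 calls it. Its adjusted p ranged from 0.018 to 0.433 over the alternatives tried. The others were named after their values were seen. The peroxidases MSTRG.724 and MSTRG.1441 had a log2 FC of 2.67 (standard error 1.30) and -1.25 (standard error 0.62), and a glutathione peroxidase (MSTRG.236) had -0.27 (standard error 0.18). MSTRG.724 had 710 counts in LS3 against 54 and 40 in the other LS libraries, and its log2 FC was 5.01 without LS3. That of MSTRG.1441 ranged from -2.04 without LM4 to -0.84 without LM6. Their adjusted p was 0.366, 0.368 and 0.477 in edgeR, and none of these is called in Table S2. The only listed pathogenesis-related protein (MSTRG.515), also named after its values were seen, had 42.0 ± 16.1 CPM (SD, n = 3) in LM and 80.9 ± 27.1 CPM (SD, n = 3) in LS, a log2 FC of -0.94 (standard error 0.38, adjusted p = 0.299 from edgeR). LysM domain receptor kinases and phosphate transporters number 0 among the listed plant genes.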

The only LysM domain receptor kinase gene that was differentially expressed in LM roots (TRINITY_DN28270_c1_g7_i1; log_2_ FC = −1.88) was actually downregulated. Another interesting example was the expression of phosphate transporters. Transfer of labeled P to mycorrhizal orchid tissues was demonstrated by Cameron et al. [25] and three transcripts coding for putative inorganic phosphate transporters of the PTH1;4 family were identified both in LS and LM samples, but none of them were differentially upregulated in mycorrhizal *L. abortivum* roots. Intriguingly, Zhao et al. [16] observed that a phosphate transporter was upregulated in *C. hybridum* roots inoculated either with the mycorrhizal fungus *Epulorhiza repens* (Tulasnellaceae) or with the non-mycorrhizal root endophyte *Umbelopsis nana*, as compared with uninoculated roots. Thus, it is possible that beneficial components of the *L. abortivum* microbiota may influence expression of genes involved in nutrient acquisition. Such genes would not be identified as DE genes in our transcriptomic analysis. Overall, these observations suggest that the comparison of gene expression between LM and LS samples under natural conditions may have favored the identification of mycorrhiza-specific plant responses rather that general plant responses to the associated microbiota.

### 3.2. Genes Potentially Involved in Plant Cell Wall Remodeling and Interface Construction during Fungal Accommodation

Pectins are an important component of the plant cell wall and pectin remodeling is a central issue to understand the fundamental role of homogalacturonan-type pectins during plant growth and plant responses to environmental changes [49]. Pectin is synthesized in a highly methyl esterified form and is de-esterified within the wall by pectin methyl esterases (PMEs), thus exposing carboxyl residues that can be cross-linked by calcium [50]. The activity of PMEs is modulated by a family of proteinaceous inhibitors known as PME inhibitors (PMEIs), and their interplay can thus strengthen or loosen the cell wall [51]. Among the CAZymes differentially expressed in *L. abortivum*, some PMEs were strongly downregulated and PMEIs were upregulated in mycorrhizal roots, indicating that pectin in the peripheral cell wall and/or symbiotic interface is mostly in a highly methylated form in mycorrhizal roots. As a high degree of methyl esterification (DM) leads to a softer and more pliant gel in vitro and *in planta*, permissive of cell growth, we may speculate that pectin softening may be related with intracellular accommodation of fungal coils in the mycorrhizal roots and/or with cell expansion. Cell wall loosening is also supported by the upregulated expression of two expansin coding genes in mycorrhizal roots (TRINITY_DN3991_c0_g1_i1; log_2_ FC = 5.8 and TRINITY_DN23405_c0_g1_i3; log_2_ FC = 4.9). Pectin remodeling also plays an important role in biotic interactions, and plants with a higher DM in the cell walls due to PMEI overexpression showed in general increased resistance to fungal and bacterial pathogens [51]. Considering the role of oligogalacturonides as signaling molecules and the fact that oligogalacturonides with different degrees of esterification are expected to be released depending on the circumstances [52], our findings raise the question of whether pectin fragments might be involved or not in eliciting plant responses during OM symbiosis, as suggested in ECM [53]. 

Transcripts coding for subtilisin-like serine proteases were highly upregulated in the transcriptome of *L. abortivum* mycorrhizal roots. Most subtilisin-like serine proteases, or subtilases (SBTs), are targeted to the plant cell wall, where they can contribute to regulate cell wall organization and structure [54]. Intriguingly, a loss-of-function mutant for a SBT essential for normal seed mucilage release had increased PME activity in the seeds, suggesting that this SBT acts as a repressor of PME activity [55]. Subtilases can also function in mutualistic and pathogenic plant–microbe interactions, as they can be modulators of the plant immune responses. Several SBT genes are induced during formation of AM and nodule symbioses in the legume *Lotus japonicus* [56,57], and their expression has been found to be dependent on the common symbiotic pathway [58], a signaling pathway conserved in all land plants forming endosymbiosis [59]. 

Two strongly upregulated genes in mycorrhizal *L. abortivum* roots coded for syntaxin-132 (SYP132) proteins, also reported in mycorrhizal root of other orchid species [16,28]. Syntaxins have been extensively investigated in the AM symbiosis [60] and the SYP132α isoform, in particular, was demonstrated by knockdown mutations to be essential for arbuscule formation in *Medicago truncatula* [60]. Given the localization of SYP132 on the perisymbiotic plant membrane surrounding functional arbuscule branches, this t-SNARE protein, with a putative role in vesicle trafficking, has been suggested to be instrumental for the formation of a functioning plant–fungus interface. Although the localization of the SYP132 proteins in OM roots is currently unknown, it is tempting to speculate that a common exocytotic pathway is shared by AM and OM symbioses. Interestingly, another upregulated gene in mycorrhizal roots of *L. abortivum* coded for a putative synaptotagmin, which is involved in membrane fusion and can bind to t-SNAREs proteins as well as to v-SNAREs. Synaptotagmin was identified as an important component in the formation of the symbiotic membrane interface in root nodules [61], and an *O. maculata* homolog gene was reported to be upregulated in colonized adult roots [28]. 

### 3.3. Nutrient Exchanges in the Mycorrhizal Roots of an Adult Orchid

Recent findings in mycoheterotrophic *S. vomeracea* protocorms [17] suggest that the mycorrhizal fungus *T. calospora* provides the host with amino acids, likely as a source of both nitrogen and carbon. Genes coding for a putative amino acid permease and a lysine histidine transporter 1 (LHT1) were also upregulated in *L. abortivum* mycorrhizal roots. Despite the name, LHT1 can transport a broad range of amino acids, with preference for neutral and acidic amino acids, as observed in rice [62]. Upregulated genes coding for amino acid transporters and for a LHT1 have been also reported in mycorrhizal roots of the epiphytic orchid *C. hybridum* [16] and of the terrestrial orchid *O. maculata* [28]. Overall, these observations suggest that orchids receive from their mycorrhizal fungal partners organic nitrogen in the form of amino acids irrespective of the plant developmental stage, trophic strategy of the adult plant, and type of fungal partner. The expression pattern of the *S. vomeracea LHT1* in mycorrhizal protocorm cells indicates a localized expression in cells containing viable fungal hyphae, suggesting a role in amino acid transfer across an intact plant–fungus membrane interface [21]. The LjLHT1.2 gene, encoding a LHT1-type amino acid transporter, was also consistently expressed in cortical cells of AM roots, where transcripts were localized mainly in arbusculated cells but also in the noncolonized cells of the root cortex [63].

Different NRT1/PTR family members were upregulated in *L. abortivum* roots. Members of this protein family display sequence and structural homologies with peptide transporters involved in the uptake of di- or tripeptides [63,64] and may be involved in N transfer from the fungus to the host plant. Members of the NRT1/PTR family were also upregulated in mycorrhizal roots of *C. hybridyum* [16], *O. maculata* [28], and in *S. vomeracea* protocorms [21], as well as in the AM symbiosis [3], where a PTR coding gene was expressed in arbusculated cells but not in noncolonized cells of mycorrhizal roots. However, members of this transporter family have been found to translocate several other substrates, in addition to peptides, such as nitrite, chloride, glucosinolates, auxin, abscisic acid, jasmonates, and gibberellins [65]. Their role in the mycorrhizal symbiosis remains therefore uncertain.

If amino acids seem to be the main source of nitrogen for mycorrhizal orchids, their carbon backbone may also represent an important source of carbon for the host plant, especially during the juvenile developmental stages and for mycoheterotrophic and mixotrophic species. Upregulated transcripts coding for SWEET transporters were reported in mycorrhizal roots of the putative mixotrophic *O. maculata* [28], in mycorrhizal mycoheterotrophic *S. vomeracea* protocorms [21], and in the mycorrhizal roots of *E. helleborine* albino variants [30]. It is worth noting that SWEET transporters were not upregulated in the mycorrhizal roots of the photosynthetic orchid *C. hybridum* [16]. These data indicate that SWEET transporters may play important roles in mycoheterotrophic developmental stages as well as in adult plants of orchid species that rely on the mycorrhizal fungal symbiont for carbon (i.e., mycoheterotrophic and mixotrophic orchids). The role and localization of these different sugar transporters require further investigations, but it is interesting that several MST and SWEET transporters were also regulated during the parasitic interaction of plant species that directly obtain carbon from their host plants [66].

## 4. Materials and Methods

### 4.1. Sampling and Preparation of Biological Materials

Transcriptional differences between mycorrhizal and non-mycorrhizal *Limodorum abortivum* roots were evaluated in samples collected in a single site in the Piedmont Region in North-West Italy (Monte San Giorgio, Torino, Italy). Plants growing on this site were shown to harbor a dominant mycorrhizal symbiont phylogenetically close to the ECM basidiomycete *Russula delica* (site IT1B in [32]). Collected root samples were thoroughly cleaned from soil debris and rinsed under tap water. Mycorrhizal roots (LM) are easily recognizable because they are thicker and darker in color than non-mycorrhizal roots (LS). Fresh hand-made sections were prepared to verify the mycorrhizal status at increasing distances from the root apex, and root segments (about 1 cm) were flash frozen in liquid nitrogen and stored at −80 °C until use. 

### 4.2. RNA Extraction, Library Preparation, and Sequencing

Frozen root segments from different individuals were ground in liquid nitrogen using sterile mortar and pestles. Total RNA was extracted from samples following the protocol described by Chang et al. [67]. Genomic DNA was removed using the Turbo DNA-freeTM reagent (Ambion, Austin, TX, USA), according to the manufacturer’s instructions. Three biological replicates for each condition (mycorrhizal/non-mycorrhizal) were used. The quality of the isolated RNA was determined using a Nanodrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA, USA) and a Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA). Samples further processed had a RIN score ranging from 6.8 to 8.7 for mycorrhizal samples and from 7.8 to 8.0 for non-mycorrhizal samples, an OD 260 to 280 nm ratio between 1.8 and 2.1, and a 28S/18S ratio within 1.5–2.

cDNA libraries were constructed using 2 µg of total RNA and following the TruSeq RNA Sample preparation v.2 kit instructions (Low throughput protocol, Illumina, Inc., San Diego, CA, USA). Briefly, total RNA samples were polyA-enriched, reverse-transcribed, and double-stranded cDNA synthesized. TruSeq adapters were attached to double-stranded cDNA. Enrichment in fragments containing TruSeq adapters on both ends were performed using PCR. The quantity and quality of the enriched libraries were validated using Nanodrop 1000 and Bioanalyzer 2100, respectively. The libraries were normalized to 10 nM of amplicons in 10 mM Tris-HCl, pH 8.5 containing 0.1% Tween 20. Barcoded amplicons (library) were spread over one Illumina HiScan 1000 lane. The TruSeq PE Cluster Kit v3-cBot-HS (Illumina, Inc., San Diego, CA, USA) was used for cluster generation using 2 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiScan 1000 to yield paired-end reads of 2 × 101 bases using the TruSeq SBS Kit v3-HS (Illumina, Inc., San Diego, CA, USA). Reads were quality-checked with Fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), which computes various quality metrics for the raw reads. 

### 4.3. Bioinformatics Analysis

Adapter removal and trimming of bases with phred quality score lower than 10 were performed using bbduk (http://sourceforge.net/projects/bbmap/). Transcriptome assembly was performed using the reads from all replicates and all conditions using Trinity [68] with default parameters. Reads from each sample were then aligned against the assembled transcriptome using Hisat2 [69], generating a sample-specific transcriptome. The assembler Stringtie was used to refine the individual transcriptome based on realignment of the reads on the transcriptome, and to merge and harmonize each sample into a unique consensus transcriptome [70], on which subsequent alignment-based analysis were performed. Taxonomic classification of the reads and of the reconstructed transcripts was performed using kraken2 [71] against the nt database. Taxonkit [72] was used to specifically select and group the reads and the transcripts belonging to plants (Streptophyta) and fungi (Ascomycota or Basidiomycota). Htseq-count [73] was used to count reads mapping on the genes classified as belonging to plants or fungi. Differential expression analysis was performed separately in plant and fungal transcripts using DEseq2 [33,74]. 

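In the rows of Table S2 used here, the LM and LS columns equal the rounded means of the deposited counts for 1159 of 1159 genes, so they are means before normalization. The size factors behind its mean of normalized counts could be recovered from the counts. They were 1.05 for LM3, 0.886 for LM4, 1.10 for LM6, 1.10 for LS2, 1.12 for LS3 and 0.864 for LS6, and gave back the printed means with a relative error of at most 5.2e-06. An adjusted p is given for 897 of the rows and is missing for 262. With these size factors, DESeq2 gave log2 fold changes that differed from those of Table S2 by a median of 0.0137 with a zero-centred prior (betaPrior) and 0.0327 without it. Differences were within 0.1 for 82.9% of the genes with the prior and for 68.2% without it. DESeq2 called 76 of the listed plant genes with these size factors and the prior, and 72 without the prior.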

Taxonkit [72] was used for specifically selecting and grouping the contigs belonging to plants (Streptophyta) and fungi (Ascomycota or Basidiomycota). All the downstream analysis was performed for the two groups of organisms separately. A principal component analysis (PCA) was performed on normalized read counts, to assess differences among sample replicates and between conditions. 

Functional annotation of the reconstructed transcriptome was performed relying on Gene Ontology [75] and KEGG [76]. In detail, blastx [77] against UniProt database was used to classify the reconstructed transcripts; GO annotation of the UniProt database was retrieved from http://current.geneontology.org/annotations/index.html, so that each transcript mapping to a UniProt term also inherited its GO annotation. In addition, transcripts were mapped to the corresponding KEGG term using the R package KEGGREST [78]. KEGG terms were summarized to KEGG pathways using the R package KEGGREST [78]. Classification of transcripts as Carbohydrate Active Enzymes (CAZymes) was performed using dbCAN2 [79]; dbCAN2 can use three different classification tools. As recommended by these authors, only transcripts identified as CAZymes by at least two tools were considered as CAZymes. Enrichment for GO, KEGG, and CAZyme terms was assayed using Fisher’s test. Enrichment analysis was performed to test enrichment in all differentially expressed genes. Additional analyses were performed to test enrichment in upregulated and downregulated genes separately, and on genes showing no differential expression. 

Among the differentially expressed plant genes (adjusted *p* < 0.05), the 25 showing the highest log_2_ fold-change were further characterized through Blastx against the Refseq database and conserved and functional motifs were considered.

## 5. Conclusions

We investigated the transcriptomic profile of mycorrhizal roots of the mixotrophic orchid *L. abortivum* grown in nature. Comparison with available gene expression data in three other orchid species (*S. vomeracea*, *O. maculata*, and *C. hybridum*) indicate that many molecular markers are shared in mycorrhizal orchid tissues despite the different plant trophic strategy (photosynthetic, mycoheterotrophic or mixotrophic), developmental stage (protocorms or adult plants), habitat (tropical or temperate, terrestrial or epiphytic), and type of fungal partner (rhizoctonia-like, ECM or wood decomposing fungi). Many molecular markers (such as components involved in vesicle trafficking, amino acid transporters, and subtilases) were also reported in AM roots (and even legume nodule) symbioses. Thus, they may represent components of a common symbiotic toolkit shared by different endosymbioses. The analysis of a wider range of orchid species with diverse trophic strategies may help in understanding whether the OM specificities depend on fine-tuned regulation of common cell components, or whether specific additional genes are involved. 

## Figures and Tables

**Figure 1:**
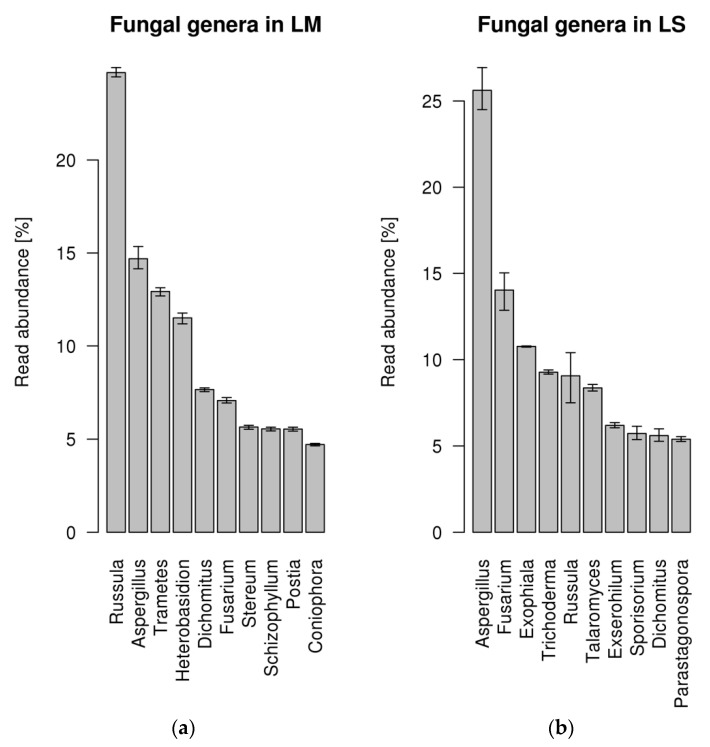
Percentage of fungal reads assigned to different genera in the roots of *Limodorum abortivum*. (**a**) Percentage of fungal reads in mycorrhizal (LM) root samples. (**b**) Percentage of fungal reads in non-mycorrhizal (LS) root samples. The error bar represents the 95% confidence interval of abundance estimate based on three replicates per condition.

**Figure 2:**
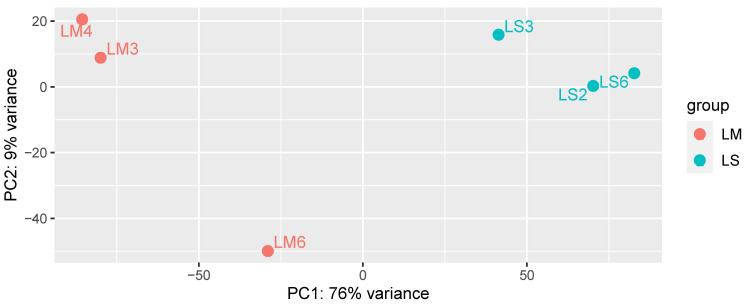
PCA analysis of the complete plant transcriptome in the three biological replicates of mycorrhizal (LM) and non-mycorrhizal (LS) root samples of *Limodorum abortivum*.

**Figure 3:**
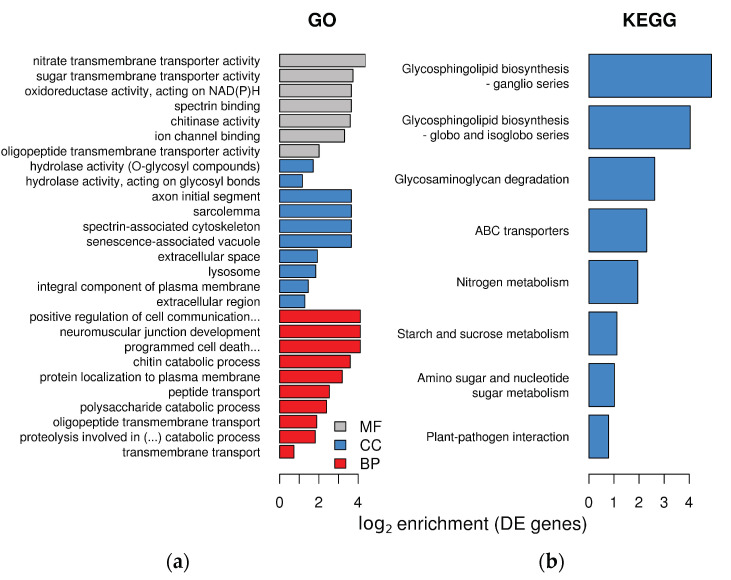
Enrichment in GO terms and KEGG pathways in the plant transcriptome of *Limodorum abortivum* mycorrhizal roots: (**a**) log_2_ enrichment of the 10 most significant terms for each GO category. MF = molecular function, CC = cellular component, BP = biological process; (**b**) enrichment of KEGG pathways in the plant differentially expressed (DE) genes.

**Figure 4:**
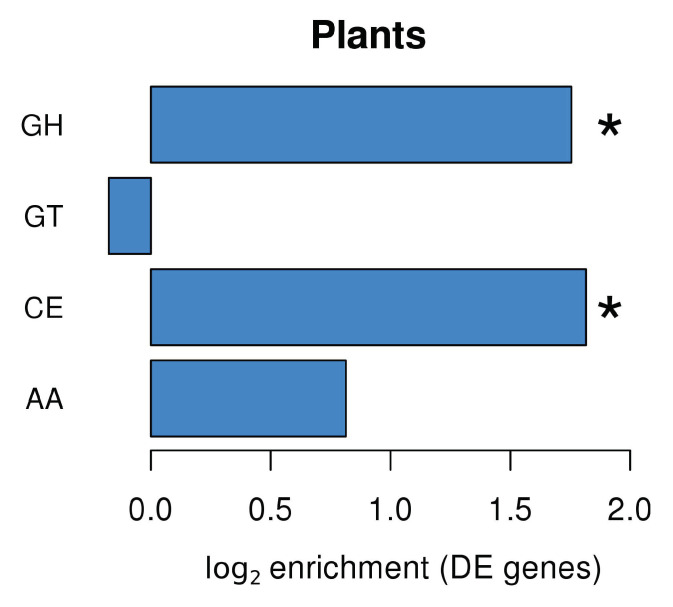
CAZyme families enrichment in *Limodorum abortivum* genes differentially expressed in mycorrhizal roots. GH: glycoside hydrolases; GT: glycosyl transferases; CE: carbohydrate esterases; AA: auxiliary activities. Significant values according to Fisher’s test (*p* < 0.05) are indicated with an asterisk (*).

**Table 1:** List of the 25 most upregulated plant DEGs identified in this study.

Sequence ID	log_2_ Fold Change	Putative Function (Blastx, Refseq)	Plant Species	Query Cov. (%)	Ident. (%)	E-Value
TRINITY_DN22095_c0_g2_i2	12.02	Cucumisin-like	*Dendrobium catenatum*	85	69.68	0.0
TRINITY_DN27918_c0_g1_i6	11.02	Senescence-specific cysteine protease SAG39-like	*Populus euphratica*	72	79.52	2e-88
TRINITY_DN21619_c0_g1_i2	10.93	4,5-DOPA dioxygenase extradiol	*Dendrobium catenatum*	53	86.98	1e-98
TRINITY_DN24828_c2_g2_i3	10.54	Putative beta-glucosidase	*Populus alba*	46	82.50	2e-87
TRINITY_DN26254_c6_g1_i1	10.19	Protein NRT1/ PTR FAMILY 8.2-like	*Dendrobium catenatum*	75	65.88	0.0
TRINITY_DN27041_c6_g2_i1	10.00	Uncharacterized protein	*Dendrobium catenatum*	52	52.40	3e-57
TRINITY_DN28711_c0_g3_i3	9.54	Acidic endochitinase-like	*Dendrobium catenatum*	62	80.41	1e-166
TRINITY_DN26462_c1_g2_i2	9.71	Thaumatin-like protein 1b	*Phalaenopsis equestris*	51	83.56	3e-115
TRINITY_DN25136_c5_g6_i3	9.53	Early nodulin-like protein 2 (plastocyanin-like)	*Phalaenopsis equestris*	32	76.70	2e-50
TRINITY_DN25901_c2_g1_i9	9.44	Putative calcium-binding protein CML31	*Dendrobium catenatum*	33	67.13	2e-56
TRINITY_DN22366_c0_g1_i1	9.22	Serine carboxypeptidase II-3	*Dendrobium concatenatum*	71	75.88	0.0
TRINITY_DN25614_c3_g3_i8	9.16	Oryzain gamma chain-like (putative cysteine peptidase)	*Dendrobium catenatum*	43	83.13	0.0
TRINITY_DN38600_c0_g1_i1	9.06	Aspartic proteinase CDR1-like	*Dendrobium catenatum*	88	79.73	0.0
TRINITY_DN28212_c0_g1_i1	9.02	Aspartic proteinase CDR1-like	*Phalaenopsis equestris*	88	80.28	0.0
TRINITY_DN29286_c2_g2_i7	8.99	Alpha-humulene synthase-like	*Phalaenopsis equestris*	82	67.58	2e-82
TRINITY_DN26369_c2_g2_i2	8.61	Uncharacterized protein	*Phalaenopsis equestris*	59	58.79	3e-47
TRINITY_DN63579_c0_g1_i1	8.55	Copper transporter 6-like	*Dendrobium catenatum*	38	72.36	5e-47
TRINITY_DN27909_c0_g1_i5	8.54	Bidirectional sugar transporter SWEET4-like	*Phalaenopsis equestris*	32	95.24	3e-29
TRINITY_DN23758_c0_g1_i1	8.50	Heparanase-like protein 3	*Dendrobium catenatum*	70	68.65	2e-177
TRINITY_DN19642_c0_g1_i1	8.50	Glucan endo-1,3-beta-glucosidase	*Dendrobium catenatum*	78	72.67	7e-167
TRINITY_DN20494_c0_g1_i6	8.49	EG45-like domain containing protein	*Populus trichocarpa*	30	49.49	2e-20
TRINITY_DN28208_c3_g1_i5	8.39	Glutamine synthetase nodule isozyme	*Phoenix dactylifera*	32	87.78	1e-172
TRINITY_DN25633_c3_g1_i10	8.28	Beta-hexosaminidase 3	*Dendrobium catenatum*	63	87.21	0.0
TRINITY_DN26416_c3_g4_i1	8.27	Bidirectional sugar transporter SWEET4-like	*Dendrobium catenatum*	81	86.79	1e-56
TRINITY_DN28361_c1_g4_i3	8.26	Oligopeptide transporter 1-like	*Dendrobium catenatum*	69	76.14	5e-123

## Data Availability

Sequencing reads and read counts per gene are available in GEO (GSE159700). Fasta file of raw transcriptome assembly, gtf of refined transcriptome assembly, and results of DE analysis are available on Open Science Foundation, with DOI 10.17605/OSF.IO/35XUP, and can be accessed at https://osf.io/35xup/. Shell scripts and functions used in this work are freely available at https://github.com/fabiomarroni/limodorum.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/10/2/251/s1, Figure S1: Percentage of Streptophyta reads assigned to different genera, Figure S2: Log2 enrichment of GO terms and KEGG pathways in genes upregulated in Limodorum abortivum mycorrhizal roots. Left panel: log2 enrichment of the most significant terms for each GO category. MF = molecular function, CC = cellular component, BP = biological process (max 10 terms per category). Right panel: log2 enrichment of KEGG pathways, Figure S3: Log2 enrichment of GO terms and KEGG pathways in genes downregulated in Limodorum abortivum mycorrhizal roots. Left panel: log2 enrichment of the 10 most significant terms for each GO category. MF = molecular function, CC = cellular component, BP = biological process (max 10 terms per category). Right panel: log2 enrichment of KEGG pathways, Figure S4: Log2 enrichment of GO terms and KEGG pathways in genes showing no variation of expression in Limodorum abortivum mycorrhizal roots compared to the control. Left panel: log2 enrichment of the most significant terms for each GO category. MF = molecular function, CC = cellular component, BP = biological process (max 10 terms per category). Right panel: log2 enrichment of KEGG pathways, Figure S5: CAZyme families enrichment in Limodorum abortivum genes upregulated in mycorrhizal roots. GH: glycoside hydrolases; GT: glycosyl transferases; CE: carbohydrate esterases; AA: auxiliary activities. Significant values according to Fisher’s test (*p* < 0.05) are indicated with an asterisk (*), Figure S6: CAZyme families enrichment in Limodorum abortivum genes downregulated in mycorrhizal roots. GH: glycoside hydrolases; GT: glycosyl transferases; CE: carbohydrate esterases; AA: auxiliary activities. Significant values according to Fisher’s test (*p* < 0.05) are indicated with an asterisk (*), Table S1: Summary statistics of reads production and alignments, Table S2: Complete list of plant genes in the mycorrhizal root transcriptome of *L. abortivum* (excel file).

# Supplementary material for: A Transcriptomic Approach Provides Insights on the Mycorrhizal Symbiosis of the Mediterranean Orchid Limodorum abortivum in Nature
**Source:** Plants (Basel). 2021 Jan 28;10(2):251. doi: 10.3390/plants10020251
**Supplement:** Supplementary file 1

**Table S1.** Summary statistics of reads production and alignments.

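The columns of Table S1 follow the reads of each library through trimming and alignment. Raw reads numbered from 12457097 in LM6 to 13977088 in LS2. Uniquely aligned reads are the reads that HTSeq assigned to a gene, and the last columns are the parts of them on genes classed as plant or as fungal. A remainder fell on genes of neither class, between 9.75% and 16.7% of the uniquely aligned reads of a library. The count files also hold the reads that HTSeq set aside. Their rows for reads not assigned to a gene made up 68.3% to 72.8% of all counts, and most of this was the row for reads with more than one alignment, at 61.1% to 64.8%. That row counts alignments and not reads, since the sum of all rows, from 17475794 to 19294143, exceeds the raw reads of every library. The values reported here rest on the uniquely aligned reads only.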

| Replicate ID# | Raw reads | Trimmed reads | Aligned | Uniquely aligned | Uniquely aligned to plant transcripts | Uniquely aligned to fungal transcripts |
| --- | --- | --- | --- | --- | --- | --- |
| LM3 | 13718086 | 13688003 | 11504790 | 6019195 | 4265985 | 750411 |
| LM4 | 13154728 | 13125510 | 11123579 | 5834757 | 3913284 | 1066576 |
| LM6 | 12457097 | 12431983 | 10466789 | 5364549 | 4483370 | 270948 |
| LS2 | 13977088 | 13935605 | 11625568 | 5809054 | 5053063 | 128347 |
| LS3 | 13921017 | 13885425 | 11781533 | 5195580 | 4445546 | 243333 |
| LS6 | 12641329 | 12606692 | 10862322 | 4748078 | 4058366 | 201202 |

How the deposited data were processed for this re-analysis (not part of the article)

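Paired-end RNA-seq libraries of *L. abortivum* roots from a single site were analysed, 3 from mycorrhizal roots (LM3, LM4, LM6) and 3 from non-mycorrhizal roots (LS2, LS3, LS6). Conditions, replicate numbers and library names were taken from the sample labels, which match Table S1 and Figure 2. The deposited count files hold whole-number HTSeq counts, which the authors made by trimming with bbduk, assembly of all reads with Trinity, alignment with Hisat2 and merging of transcripts with Stringtie, and did not normalize. Tool versions and the strandedness of counting are not given in the sources used here. No reference genome was used, because the genes are those of the assembly. Each file holds 100005 genes and 5 rows that name no gene. The latter were left out of every test and of the library sizes. They made up 68.3% to 72.8% of the counts in a file, mostly alignments of reads that align more than once.

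The sum of gene counts ranged from 4748078 (LS6) to 6019195 (LM3). At this depth, counting error limits a share of the gene counts to less than 0.05 percentage points (95% Wilson intervals), and a gene with 0 counts in every library of a group may have had up to 3 over the group. Intervals and limits cover counting error only, since the reads carry no molecular identifiers.

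Gene descriptions, taxa, KEGG pathways and dbCAN2 assignments were taken from the first 1159 of 31354 rows of Table S2 (3.70%), the part used here. All 1159 identifiers were found in the count files. Among them, 548 share their Trinity gene with another listed gene, so that reads of one locus may be spread over several genes. The taxonomic classification of the genes beyond these rows was not used here. Tests of overlap or enrichment were not made on so small a part of the table, and the fungal genes, the transcripts that the text names by Trinity identifier and the enrichment results were not analysed here, because these rows hold none of the named transcripts.

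Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr with its default minimum count of 10 and minimum total count of 15, and the quasi-likelihood test without further covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The listed plant genes were fitted alone, with the reads aligned to plant transcripts in Table S1 as library sizes, since the paper tested plant genes separately. A fit of all genes in the files used the sum of gene counts. Normalized counts are CPM after TMM. The PCA used log2 CPM with a prior count of 2, centred and not scaled. Values per library were compared by exact permutation tests, two-sided, whose smallest p is 0.1 for 3 libraries against 3. DESeq2 1.42.0 and limma 3.58.1 served for alternatives, DESeq2 without edgeR's filter on low counts. The conditions, the tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from the likelihood ratio test, limma-voom and the size factors of Table S2, which were added afterwards. The values in the rows of Table S2 used here had been seen when the rule for named genes was written.

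Named genes were those the text names by a transcript identifier that these rows pair with a gene (there were 0), the 5 largest rises and falls among called listed plant genes whose groups do not overlap (there were 0), listed plant genes called in edgeR or in Table S2 whose description or pathway falls in a class the paper discusses, with the other members of a class summarised, and at most 2 rises and 2 falls of genes without a name in the fit of all genes. The classes were glucan endo-1,3-beta-glucosidases, proteases, transporters of amino acids, ammonium, nitrate, sugars and phosphate, early nodulins, syntaxins and synaptotagmins, expansins and pectin enzymes, chitinases, antioxidative enzymes, pathogenesis-related proteins, jasmonic acid, LysM, and the KEGG pathways photosynthesis (with its antenna proteins, which form a separate pathway), oxidative phosphorylation, phenylpropanoid biosynthesis and nitrogen metabolism. Genes named outside this rule are said to be chosen after their values were seen. A GH or CE assignment needed at least 2 dbCAN2 tools that gave the same class, and assignments to an unclassified family were not counted, a choice made after the values were seen that moved 1 gene.

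The scripts were tested on simulated data with the dispersions of the real counts and 200 changed genes. On 719 genes with changes of 1 to 5 on the log2 scale, edgeR recovered 140 with 2.10% false calls and DESeq2 153 with 4.97%. On 22268 genes with the same changes, edgeR recovered 0 and DESeq2 99 with 54.4% false calls. Changes of 5 to 10 were therefore simulated as well, after that outcome had been seen. On 22268 genes edgeR then recovered 168 with 6.15% false calls and DESeq2 197 with 44.0%, and on 719 genes both recovered 197. The sign was wrong for 0 of the recovered genes.

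Alternatives covered the normalization, the library size, the filter on low counts, the tool, shrinkage, the threshold, blocks by replicate number and by library number, each library left out in turn, and for the PCA the transformation, prior count, number of genes and scaling. Their effect is given in the closing section.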

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

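Tests of depth for the ambiguous reads and for MSTRG.38550, of unclassified fungal transcripts for the genes of neither class, and of fungal transcripts for MSTRG.1807 were chosen after the result was seen, and so were the genes MSTRG.1807 and MSTRG.32. For the genes with reads in mycorrhizal libraries only, their number and its value in other groupings had been seen before the tests were written, and the measures that the tests use had not.

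The count files hold reads that HTSeq could not assign because they overlap more than one gene, which the paper does not report on. These ambiguous reads made up 11.4% ± 0.496 (SD, n = 3) of the reads assigned or ambiguous in LM and 25.7% ± 5.39 (SD, n = 3) in LS, a share 2.26 times as high in LS, with every LS library above every LM library (exact permutation test, two-sided, p = 0.1, the smallest p possible). Sequencing depth is excluded as the whole cause, since the raw reads in Table S1 overlap between the groups, from 12457097 to 13718086 in LM and from 12641329 to 13977088 in LS, with the lowest LS library minus the highest LM library at -1076757. A few abundant overlapping genes in LS stay a candidate explanation. The 20 most abundant genes took from 12.3% of the gene counts (LS2) to 26.2% (LS6) in LS and from 9.13% to 14.4% in LM, ranges that overlap, and the files do not say which genes the ambiguous reads overlap. A difference between the root types in the expression of overlapping genes is the explanation the design names, and it was not tested.

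Genes with at least 10 counts in every LM library and 0 in every LS library numbered 318, which the paper does not report as a group. The reverse held for 4 genes, and the 9 other groupings of 3 libraries against 3, each counted in both directions, gave from 0 to 11. Depth is excluded as the whole cause, since 313 such genes were left after thinning every library to equal gene counts, against at most 10 in the other groupings. Fungal transcripts of the symbiont are a candidate source. These genes took 0.989% of the gene counts in LM3, 0.704% in LM4 and 0.372% in LM6, while the fungal share in Table S1 is highest in LM4 and lowest in LM6. The order of LM3 and LM4 differs, which a mixture of fungi could give, so these shares do not tell fungal genes from plant genes. Of these genes, 0 are among the 1159 listed plant genes, which are 3.70% of the rows of Table S2. Had all 318 been plant genes spread evenly over that table, several would have been listed. The 0 thus argues against plant genes as the source of most of them, a reading made after the value was seen. It is limited because the listed genes follow the order of the table and are no random draw. For a part of the 318 genes, plant genes of the mycorrhizal state and gene variants that differ between individual plants stay open. Neither was tested further, and a taxon for each gene would be needed.

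Reads on genes of neither class, neither plant nor fungal in Table S1, were 1.38 times as large a share in LM as in LS. They made up 14.2% ± 2.67 (SD, n = 3) in LM and 10.3% ± 0.526 (SD, n = 3) in LS (exact permutation test, two-sided, p = 0.1, the smallest p possible). LM6, at 11.4%, was only slightly above LS2, at 10.8%. Fungal transcripts left unclassified may contribute. The share in LM3 was higher than that in LM4 by 2.01 percentage points although LM4 has the larger fungal share, while LM6 is lowest in both, so 3 libraries leave this explanation open. Other organisms in the mycorrhizal roots were not tested.

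MSTRG.38550 had 3865, 1558 and 1599 counts in LS2, LS3 and LS6 and 0 in every LM library. It was at least 2751-fold lower in LM, computed against a floor of 3 counts over the LM libraries together, and it is the 1 gene in the files with at least 100 counts in every LS library and 0 in every LM library. Depth is excluded, since 8252 counts were expected in the LM libraries at the LS level. An organism present in the non-mycorrhizal roots only and a plant gene not expressed in mycorrhizal roots both stay open, because the files pair the gene with no name, and neither was tested.

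MSTRG.1807, a desiccation-related protein PCC13-62 by its description, had 628, 92 and 227 counts in LM3, LM4 and LM6 and 0, 1 and 0 in LS2, LS3 and LS6. Its fitted log2 FC was 9.42 (standard error 1.23, adjusted p = 0.068 from edgeR, 3.7e-12 to 0.337 over the alternatives) and depends on the prior count. The ratio of the groups was 954, with a 95% counting interval from 171 to 37728. Table S2 classes it as a plant gene and calls it, and the text does not discuss it. A fungal transcript classified as plant is a candidate explanation. Per 1000000 fungal reads it had 837 counts in LM3 and 838 in LM6 but 86.3 in LM4 (95% counting interval from 69.5 to 106). That is not the constant level of a gene present in all fungi of the roots, but a single fungus whose part differs between roots would give it too, so the test leaves this open. A response of the plant is the other explanation, and it was not tested.

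MSTRG.32 has no description in Table S2 and is not discussed in the text. It had 332, 89 and 127 counts in LM and 5, 5 and 2 in LS, a log2 FC of 5.49 (standard error 0.68, adjusted p = 0.068 from edgeR, 7.2e-11 to 0.337 over the alternatives) and a ratio of 46.0 with a 95% counting interval from 26.1 to 89.6. It was higher in 3 of 3 LM libraries, and its log2 FC stayed between 4.74 and 5.80 with each library left out in turn. No technical or biological explanation was tested for this gene.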

How the results depend on the processing

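The likelihood ratio test of edgeR, limma-voom and DESeq2 with the size factors of Table S2 were alternatives chosen after results had been seen. The other alternatives and the regroupings of the libraries were planned.

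Among the listed plant genes, edgeR's quasi-likelihood test called 0 genes (113 at an unadjusted p under 0.05). The number stayed at 0 under RLE factors, library sizes alone, no filter, library sizes from the listed genes or from all genes, blocks by replicate number or by library number, limma-voom and with each library left out in turn (0 to 0 calls, likewise up and down). The stricter threshold and a minimum log2 FC of 1 can only remove calls, so their 0 carries no information. With at least 10 counts in every library of one group it was 4 (3 up, 1 down), and in the fit across all genes 4 (3 up, 1 down), in both cases MSTRG.1807, MSTRG.2423, MSTRG.32 and MSTRG.445. Without edgeR's filter, on all 1159 listed genes, it was 74 with DESeq2 (40 up, 34 down) and 76 with DESeq2 and betaPrior (41 up, 35 down). It was 33 with the likelihood ratio test (23 up, 10 down). With the size factors of Table S2, DESeq2 called 72 (41 up, 31 down), and 76 with betaPrior as well (42 up, 34 down). The cause of these changes was not tested.

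Over all genes in the files, the 688 calls (586 up, 102 down) lay just under the threshold and depended on most choices. RLE factors gave 815 calls and limma-voom 1020 (893 up). Library sizes alone gave 1202 (1079 up), no filter 308 (275 up, 33 down) and at least 10 counts in every library of one group 2118 (1776 up, 342 down). DESeq2, on 87766 genes without edgeR's filter, gave 8696 (8064 up, 632 down), with betaPrior 8945 (8293 up, 652 down), and the likelihood ratio test 4613 (3888 up, 725 down). With the library number as a block there were 0 (0 up, 0 down; 4684 at an unadjusted p under 0.05), and at an adjusted p under 0.01 also 0 (0 up, 0 down). With each library left out in turn the number ranged from 0 to 5101 (0 to 4742 up, 0 to 359 down). It was 5101 without LM6 and 0 without LM3, LM4, LS2, LS3 or LS6, while from 4478 to 9691 genes had an unadjusted p under 0.05. The calls of edgeR's quasi-likelihood test were mostly upregulated genes wherever it made any. The cause was not tested. The median log2 FC of all genes tested went from -0.07 to 0.14 under RLE factors, and that of the listed plant genes from -0.01 to -0.26 in the fit across all genes, so changes of that size have no firm direction.

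The labels number the replicates 1 to 3 in each group, but the paper states no pairing. With the replicate number as a block, all genes in the files gave 2319 calls (2183 up) and the listed plant genes 0 (101 at an unadjusted p under 0.05). Deviations of libraries from their group mean correlated across the listed plant genes, which are not independent replicates, by -0.0565, 0.157 and 0.138 for equal replicate numbers. For equal library numbers the correlation was 0.0853 (LM3 and LS3) and 0.138 (LM6 and LS6). Other combinations ranged from -0.226 to 0.0993. Across all genes in the files the correlations were -0.0547, 0.258 and 0.242 for equal replicate numbers and 0.143 (LM3 and LS3) and 0.242 (LM6 and LS6) for equal library numbers, and from -0.343 to 0.117 for the others. These values do not settle whether the libraries are paired. They were treated as unpaired because the paper states no pairing, and the number of calls over all genes depends on this choice.

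There are 10 ways to split the 6 libraries 3 against 3. Among the listed plant genes in edgeR the real split gave 0 calls, so that all 10 splits necessarily gave as many and the comparison carries no information. At an unadjusted p under 0.05 the real split had 113 of these genes and the others from 12 to 77. For all genes in edgeR, and for the listed plant genes in DESeq2, only the real split (1 of 10) reached its number of calls, while the others gave 0 and from 0 to 17. Since 10 splits cannot give a share under 0.1, chance cannot be excluded for the latter counts.

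The share of PC1 on the listed plant genes was 39.2% and ranged from 36.0% to 39.6% over the transformation, prior count, gene number, filter and scaling, and from 37.6% to 48.2% with each library left out. PC2 held 24.2%, from 20.6% to 24.3% over these settings and from 21.1% to 30.5% with each library left out. On all genes in the files, PC1 held 64.2%, and 77.0% with the 500 most variable genes, 53.3% without the filter and 43.6% at unit variance, and from 57.6% to 70.9% with each library left out. LM and LS stayed apart on PC1 in every one of these settings. The cause of the changes was not tested.

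The mean of gene counts was higher in LM by 488596, and with the rows that name no gene included the difference became -56805, since LS had more ambiguous reads. The share of the listed plant genes stayed lower in LM, by -0.57 percentage points, -0.24 without the 10 most abundant listed genes and -0.82 to -0.32 with each library left out. The mean correlation within groups was 0.841, and 0.848 without the filter.

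Every gene named by the rule, as well as MSTRG.445, MSTRG.1807, MSTRG.32 and MSTRG.1930, kept its direction under all alternatives run, while single members of the classes changed sign, as stated where they are given. The 4 named listed genes in the class of glucan endo-1,3-beta-glucosidases stayed within 6.18 to 7.54 (MSTRG.2423), 1.65 to 2.55 (MSTRG.2422), 2.40 to 4.44 (MSTRG.2019) and -2.72 to -1.84 (MSTRG.701) on the log2 scale. MSTRG.1219 ranged from 1.23 to 2.09 and MSTRG.953 from -1.27 to -0.92. The adjusted p of these 6 genes was under 0.05 with DESeq2 in each form tried and, for MSTRG.2423, also in the fit across all genes, with at least 10 counts in every library of one group and with the likelihood ratio test, which called the others too except MSTRG.953. The fall of MSTRG.1930 went from -4.61 to -1.55 without LS2 and to -1.01 with the library number as a block. Depth limits the genes with few counts. Of 1159 listed plant genes, 719 passed the filter, and the fold changes of MSTRG.1807, MSTRG.18619, MSTRG.68863, MSTRG.38550 and MSTRG.14223 rest on a group with 0 or 1 counts.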

Differences from the paper's values

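The tests with the size factors recovered from Table S2, with the likelihood ratio test and with limma-voom were chosen after the result was seen. The values below cover the first 1159 of 31354 rows of Table S2, and are not counts over all plant genes.

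Among these rows, the paper's count of differentially expressed genes in Table S2 is 42, and edgeR's quasi-likelihood test called 0, with 113 genes at an unadjusted p under 0.05. The paper's count of upregulated genes is 30, against 0 here, and of downregulated genes 12, against 0 here. Of the alternatives set before the data were examined, DESeq2 (40) and DESeq2 with betaPrior (41) come within 1.5 times the paper's count of upregulated genes. None comes within it for the total, where DESeq2 gave 74 and DESeq2 with betaPrior 76, or for the downregulated genes, with 34 and 35. The paper ran its analysis over all its plant genes, while DESeq2 was run on 1159 genes here. DESeq2 gave an adjusted p for 1002 of these, and for 1024 with betaPrior. The dispersions and adjusted p values of the paper and those here therefore rest on different numbers of genes. Whether this accounts for the difference was not tested. The other alternatives gave 0 or 4 calls. All 42 genes that the paper calls were called by both forms of DESeq2 run on the listed plant genes, and 38 by both forms run on all genes in the files, while 4 of them were called by edgeR with at least 10 counts in every library of one group and in the fit across all genes. The likelihood ratio test of edgeR, chosen after the values were seen, came within 1.5 times on all 3 counts (33, 23 up and 10 down) and dropped 14 of the paper's 42 genes. DESeq2 with the size factors of Table S2, also chosen afterwards, gave 72 calls, and 76 with betaPrior, and called all 42.

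The paper's share of variance on PC1 of the plant transcriptome is 76%, against 39.2% here on 719 listed plant genes, a smaller set of genes than the paper's. The paper's share on PC2 is about 9% in Fig. 2, read by eye, against 24.2% here. None of the alternatives set before the data were examined brings the listed plant genes within 1.5 times either value. On all genes in the files, which include genes of other organisms, the 500 most variable genes gave 77.0% on PC1 and 8.19% on PC2, all genes that passed the filter gave 64.2% and 11.9%, and the other settings on all genes from 43.6% to 70.9% on PC1.

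The paper's log2 FC of MSTRG.1807 in Table S2 is 8.06 (the paper's standard error 1.13), against 9.42 (standard error 1.23) here. The gene was chosen after its values were seen. The difference is no larger than the larger standard error with DESeq2 and betaPrior (7.42), the replicate block (9.18), the fit across all genes (9.23), and without LM3 (8.43), LS2 (8.98) or LS6 (9.04). It is larger with RLE factors, library sizes alone, no filter, at least 10 counts in every library of one group, DESeq2, the library number as a block, either other library size, and without LM4, LM6 or LS3. DESeq2 with the size factors of Table S2 and betaPrior, chosen after seeing the values, gave 7.46 and dropped 0 of the 42 genes that the paper calls. With limma-voom, also chosen after seeing the values, the gene had 8.37, and limma-voom called 0 of the 42 (107 listed genes at an unadjusted p under 0.05, while DESeq2 called 74).

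The paper places oxidative phosphorylation among the pathways that included downregulated genes. Of the listed genes of this pathway, 5 of the 7 tested were higher and 2 lower in LM, and neither edgeR nor Table S2 called any of them. For the other pathways it names, 2 of 3 tested listed genes were lower for photosynthesis and 5 of 6 for phenylpropanoid biosynthesis. The paper's statement concerns enrichment among the downregulated genes it called over all plant genes. The directions of these few listed genes, most of them not called, therefore neither contradict it nor bear it out.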

Other observations

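Tests of the depth of LM6, of a swapped label for LM6, of whether the measure for mycorrhizal tissue in LM6 can show a shift, of plant material of another species in LS2, of the prior behind the fold changes of Table S2 and of DESeq2 as the reason for its calls were chosen after the result was seen. The other tests in this part were written before the values they measure were seen, but the readings of 2 of them were set afterwards. For the share of mycorrhizal tissue in LM6, readings as fitting and then as excluded were replaced by open, and for the depth of LS2 a first reading as excluded was changed to open.

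LM6 lay between LM3 and LM4 and the LS libraries on PC1 of the listed plant genes, at 0.654 on a scale from 0 at the LS mean to 1 at the mean of LM3 and LM4. LM6 had 165333 counts on these genes, more than LM3 and LM4 by at least 11282, which excludes a lower depth on these genes as the cause. The mean correlation of LM6 with LM3 and LM4 was higher than with the LS libraries by 0.0418, and no LS library was nearer to LM than to LS, which argues against a label swapped between the groups. A lower share of mycorrhizal tissue in LM6 stays open. Its fungal share of 5.05%, against 12.5% in LM3 and 18.3% in LM4, goes with it, and so does its median position of 0.280 over 72 genes higher in LM3 and LM4 than in LS, where LM3 and LM4, each left out of the choice of genes in turn, stood at 0.631 and 0.527. Over 61 genes lower in LM3 and LM4, LM6 was at 0.874, near LM3 at 0.889 and LM4 at 0.914. LS libraries left out of the choice of genes stood at 0.506 (LS2), 0.595 (LS3) and 0.350 (LS6) on such genes, below all LM libraries. On the lower genes LM6 thus stood with LM3 and LM4, which goes against a lower share. On the lower genes the LS libraries did not fall near 0, so there the measure shows only part of a shift. On the higher genes, LS libraries left out in the same way stood nearer 0, at 0.00475 (LS2), 0.209 (LS3) and -0.0676 (LS6). The higher genes, where the measure can show a shift, thus go with a lower share. The lower genes go against it but are the weaker measure, so the test does not decide. A difference between individual plants, environments or microbiota, which the paper proposes, also stays open and was not tested.

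The fold changes of Table S2 lie nearer 0 than those of DESeq2 without shrinkage. A zero-centred prior is consistent with this, since with the recovered size factors the median absolute difference from Table S2 was 0.0137 with the prior against 0.0327 without it. The calls of Table S2 that edgeR does not make may be due to the test, since DESeq2 run on the listed plant genes called 42 of 42, and 38 when run on all genes in the files. On simulated counts of 22268 genes with changes of 1 to 5 on the log2 scale, 54.4% of the calls of DESeq2 were false while edgeR made 0 calls. On 719 simulated genes the false calls were 4.97% and 2.10%. Only 200 genes were changed in each simulation, while 5782 of the 22268 real genes had an unadjusted p under 0.05 in edgeR. The share of false calls depends on how many genes change, so these shares are no estimate for the calls of Table S2. The text of the paper gives 30591 transcripts assigned to Streptophyta, and Table S2 has 31354 rows.

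In LS2, single listed plant genes had most of their reads. Genes with at least 20 counts in one library and at least 4 times the level of every other library numbered 24 in LS2 and from 4 to 13 in the other libraries. Chosen after their values were seen, they include isocitrate lyase (MSTRG.1930), with 24383 counts in LS2 against 419 and 1431 in the other LS libraries and 221, 79 and 769 in LM3, LM4 and LM6. Its log2 FC was -4.61 (standard error 1.76, adjusted p = 0.289 from edgeR, 0.024 to 0.598 over the alternatives) and -1.55 without LS2. A chlorophyll a-b binding protein (MSTRG.13) had 69 counts in LS2 and at most 1 elsewhere, and an oxygen-evolving enhancer protein (MSTRG.2471) had 175 in LS2 and at most 8 elsewhere. After thinning to equal counts LS2 had 15 such genes and the other libraries from 7 to 13, so the depth of LS2 could be part of the cause and cannot be told apart from its content at these counts. Plant material of another species was tested as the share of listed counts on genes assigned to taxa other than orchids or their order Asparagales. This share was 15.0% in LS2, below LS3 at 17.2% and LS6 at 16.3%. A small amount of such material would not move this share, so it stays open. A difference between roots in state or age was not tested.

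Other classes that the paper discusses have few members among the listed plant genes, and of those in this paragraph edgeR, DESeq2 and limma-voom each called 0 at an adjusted p under 0.05, as did Table S2, while 1 had an unadjusted p under 0.05. Of 7 listed proteases, 3 were tested and all were lower in LM, with log2 FC from -5.38 to -0.76, and that gene is among them. The lowest value is that of MSTRG.1627, with 722 counts in LS3 against 1 and 25 in LS2 and LS6, and without LS3 the range was -1.43 to -0.92. Of 7 listed amino acid transporters, 3 were tested, with log2 FC from -1.06 to 0.78 and adjusted p from 0.503 to 0.891 in edgeR. The lowest value went to -6.12 without LM6, and MSTRG.1223 changed sign from -0.31 to 0.22 without LM3 and to 0.06 without LS6. The only listed ammonium transporter (MSTRG.2266) had a log2 FC of 1.04 (adjusted p = 0.436 from edgeR; 0.70 to 1.48 with each library left out in turn). The tested early nodulin (MSTRG.1691) had -0.22, which changed sign without LM3 or LS2, the tested syntaxin (MSTRG.299) 0.08, which changed sign in the fit across all genes and without LS3 or LS6, and the tested pectinesterase inhibitor (MSTRG.176) -3.31, which rests on 209 counts in LS2 against 5 and 14 in LS3 and LS6 and was -0.47 without LS2. These 4 genes, MSTRG.1627 and MSTRG.1223 were named after their values were seen. The listed genes of nitrogen metabolism numbered 1, which was not tested, and those of SWEET or monosaccharide transporters 0.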
